A study of Rattus norvegicus with 32 samples. Its data were reported in "MicroRNAs contribute to postnatal development of laminar differences and neuronal subtypes in the rat medial entorhinal cortex" (2017).

How the data were processed

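Total RNA of LII and of LDeep from each animal was labelled with Cy3 and hybridized by the authors to 1-colour Agilent rat miRNA arrays, and RNA was extracted with 1 kit for 28 arrays and with another, mirVana, for 4 (P23 LDeep 1, P45 LII 1, P45 LII 3 and P45 LDeep 3). Per the submitters' processing notes the arrays were read with Agilent Feature Extraction 10.7.3.1, and the authors deposited its output for every array as intensity values on a linear scale that had not been normalized between arrays. Each array had 8455 spots, of which 7740 were for miRNAs, 434 were negative and 281 positive controls. Feature Extraction summed the probes of a miRNA into a total gene signal and called the miRNA detected or not, and a miRNA that was not detected stood at 0.1. The lowest signal of a detected miRNA was between 1.39 and 2.89 on the arrays. The authors also deposited a table of log2 values for 271 miRNAs, which per their methods are total gene signals after quantile normalization and a filter on detection. The series matrix deposited by the authors held linear intensity values per spot that differed from the processed spot signal by at most 0.497%, with column medians from 1.66 to 27.7, so its scale is linear and its values are neither centred nor normalized.

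The total gene signal was used for all results, after the methods of the study. Control spots were left out, signals under 0.5 were set to 0.5, and the 32 arrays were quantile-normalized together and put on the log2 scale. The values differed from the authors' log2 table by 0.0321 on average, with 93.0% of values within 0.1 and a largest difference of 0.941. A miRNA was tested when it was detected on at least 50% of the arrays of at least 1 group, which held for 275 of 387, and 4 of these were not in the authors' table. Levels of a miRNA that was not detected on part of the arrays depend on the floor. Of the list members named, miR-10b and miR-30c-1* were detected on 7 of 32 arrays, miR-142-5p on 8, miR-338* on 9, miR-134 on 11, miR-29a* on 13, miR-145 and miR-17-1-3p on 14, miR-10a-5p and miR-30b-3p on 16, let-7e* on 17, miR-219-2-3p on 18, miR-301b on 19, miR-144 on 20 and miR-503 on 21. miR-130b was detected on 23, miR-126*, miR-152 and miR-199a-5p on 24, miR-409-5p on 25, miR-34c on 26, miR-34b and miR-214 on 27, miR-322* on 28, and miR-494, miR-337, miR-199a-3p, miR-142-3p, miR-211 and miR-34a on 31. Where a miRNA was detected on no array of a group, the fold is a bound: the mean of the other group against, on each array, the lowest signal of a detected miRNA or the miRNA's own value, whichever is higher. Quantile normalization gives all arrays 1 distribution, so a change in a few abundant miRNAs shifts the others, and equal values on different arrays are shared ranks.

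Groups were the 8 combinations of age and layer in the labels. A model with a mean for each group was fitted to all 32 arrays with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, so that all groups shared 1 estimate of the spread. Adjusted p-values are limma's moderated test after Benjamini-Hochberg adjustment over the miRNAs tested, two-sided, with a threshold of 0.05. Contrasts were LII minus LDeep over all ages and at each age, P23 and P45 minus P2 and P9, each age minus the one before, and the change of the layer difference between P2/P9 and P23/P45. Signal files were read and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The number of arrays limits the precision of every difference.

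LII and LDeep samples with the same number come from the same animal, as the study's figure legend states. The main model has no term for the animal, since the study's methods name limma without stating such a term, and a fit with the animal as a block was an alternative. After removal of group means, 12 of 16 pairs had a correlation over 0.1 and 10 correlated best with their own partner (r from -0.390 to 0.851, median 0.412, against -0.0877 for other animals). Deviations from a group mean cancel out within the group, so a positive correlation within pairs lowers that with other animals. The latter is thus no independent baseline. The correlation within animals estimated by limma was 0.325 and that within slides 0.226.

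Lists of miRNAs were fixed before the data were examined: the miR-29, miR-15/16, miR-130 and miR-301, let-7, miR-7, miR-30, miR-181 and miR-34 families, the miR-17/92 cluster with its paralogs, the miR-379 to miR-410 and miR-127 to miR-136 clusters, and miRNAs known from oligodendrocytes, mural and endothelial cells, meninges and fibroblasts, blood cells, microglia and inflammation, neurons, neuronal activity, and choroid plexus and epithelia, with the 4 stellate cell miRNAs that the study's text names, which are those of its sorted-cell result that it singled out for their levels in LII of these samples. Of the lists 10 held a miRNA that the study names from these samples, namely the miR-29, miR-15/16, miR-130 and miR-301, let-7 and miR-7 families, the miR-17/92 and miR-379 to miR-410 clusters, and the oligodendrocyte, mural and endothelial, and stellate lists. Of the miRNAs tested 144 belonged to 1 or more lists and 3 to 2 or more. Lists with at least 2 measured members were tested with limma's fry, whose directional p says whether members move together on balance and which compares no list with other miRNAs, and adjusted over the 20 lists. Counts of members are given over all miRNAs tested and adjusted over the list alone.

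The miRNAs named were chosen by a rule fixed before the data were examined. For the layer difference over all ages and for age they are the 8 of lowest adjusted p in each direction among those past the threshold and detected on all 32 arrays. For single ages and steps they are 2 in each direction, detected on all arrays compared, and for the change of the layer difference 3 in each direction. Up to 4 members of lowest p were named per list, with every miRNA that the text of the study names. Positions on rn4 come from the scanner files, which give positions for 380 miRNAs, of which 29 have more than 1, and 383 of 387 miRNAs matched a miRNA gene by name in a gene table of the assembly GRCr8, used for host genes only.

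The model was tested on simulated data before use. Over 10 simulations with 264 miRNAs it called 83.7% of miRNAs changed by 1 on the log2 scale between the layers over all ages and 84.7% between the ages, and 52.7% for the layers at P23. It also called 6.32% of unchanged miRNAs between the layers (median size 0.32) and 7.65% between the ages (median size 0.39). Of all calls 19.3% between the layers and 22.3% between the ages were of unchanged miRNAs, above the threshold of 0.05, while the mean count was at most 0.1 where nothing was changed. The cause was not tested, and calls of small size are less firm than their adjusted p-values. The simulated noise was independent between arrays, without the correlation within animals or slides, and miRNAs of low mean level were not changed. Where changes were set, 30 miRNAs changed by 1 and 30 by 2, as many up as down. The shares and counts may therefore not hold for the arrays of the study.

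Alternatives fixed before the data were examined were other scalings (to the 75th percentile of the signal, over the miRNAs detected on all arrays or over all miRNAs), other floors, normexp background correction (offset 50) with median polish, other detection filters, the authors' log2 table, the series matrix, limma with trend and robust options, only the arrays compared, the kit, the slide as a random block, the animal as a block and leaving out each array. The scanner files showed 5 slides. Others were added after the data were seen: the slide as a fixed block and within-slide fits, spike-in signal or array brightness as a covariate, the arrays without slide 5 or without 3 arrays that stood apart, and the quantile-normalized series matrix. The mRNA and sorted-cell data of the study were not analysed here.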

Results

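MicroRNA (miRNA) levels were measured in the medial entorhinal cortex of Long Evans rats, the cortical area in which grid cells and other neurons tuned to the animal's position are found. From each animal 2 samples were dissected, 1 of layer II (LII), which is rich in stellate neurons, and 1 of all layers from III to VI (LDeep). The animals were killed at postnatal day 2 (P2), P9, P23 and P45. Each of the 32 arrays held RNA from 1 layer of 1 animal, with 4 animals at P2, 5 at P9, 3 at P23 and 4 at P45. The array carried 7740 spots for 387 rat miRNAs. Between 178 and 284 miRNAs were detected per array. In all, 158 were detected on all 32 arrays and 93 on none, and 275 were tested. Between 33.9% and 60.3% of an array's miRNA spots lay well above background, and none of them was saturated. The 75th percentile of the total gene signal ran from 21.4 to 476 over the arrays before normalization. All levels are quantile-normalized signals on the log2 scale, and differences are given with the standard error (SE) of the fitted model. The miRNAs are called by the names of the array without their rno- prefix and release suffix.

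The arrays of P2 and P9 lay apart from those of P23 and P45 along the first principal component, which held 42.4% of the variance, and 91.6% of its scores' variance lay between ages. The second component held 14.8% and the third 8.90%. On the third component 43.8% of the variance lay between LII and LDeep, against 0.0145% on the first. Together the 3 components held 66.1% of the variance (jackknife SE 2.08 percentage points). The arrays lay on 5 slides that followed age in part, and 78.5% of the variance of the first component also lay between slides.

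**Figure D1:**
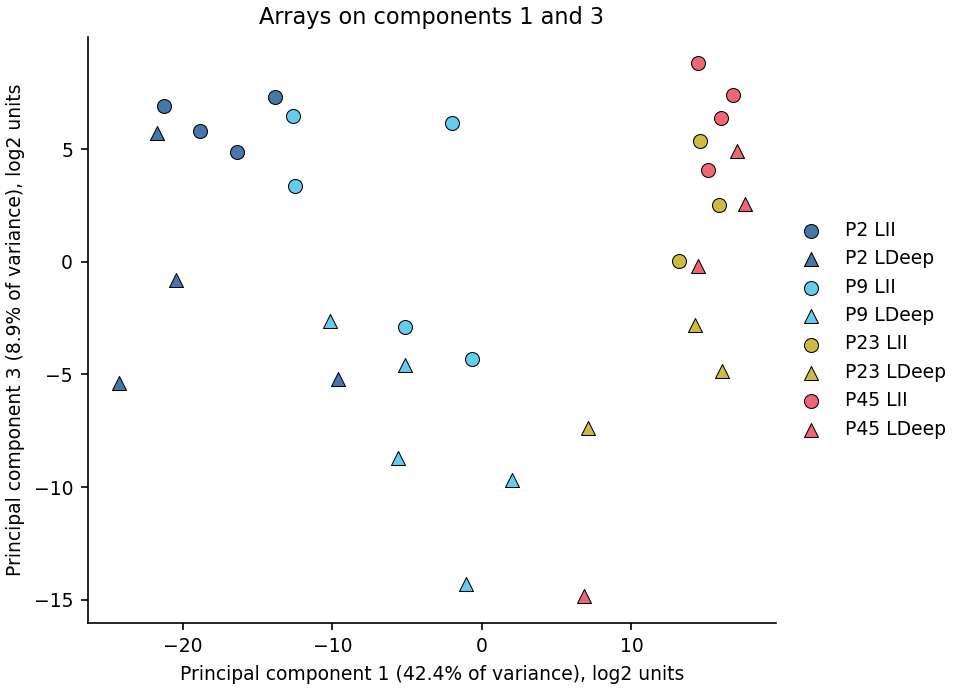
Scores of the 32 arrays on the first (42.4% of the variance, x axis) and the third (8.90%, y axis) principal components of the log2 signal of 275 miRNAs, with circles for LII, triangles for LDeep and colour for age. The P2 and P9 arrays lie apart from the P23 and P45 arrays along the x axis, and LII lies higher than LDeep on average along the y axis, with overlap.

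The first comparison asked which miRNAs differ between LII and LDeep over all 4 ages. In LII the clearest differences were in miR-143, which is abundant in smooth muscle and pericytes, and miR-126, which is abundant in endothelium and is encoded within Egfl7. miR-143 was higher in LII by 1.35 (SE 0.13, 2.54-fold, limma adjusted p = 4.10e-08) and miR-126 by 0.88 (SE 0.09, 1.84-fold, adjusted p = 9.41e-08), each in 16 of 16 animals. miR-26b, encoded within Ctdsp1, was higher by 0.67 (SE 0.08, adjusted p = 3.11e-07) and miR-652 by 0.73 (SE 0.09, adjusted p = 8.01e-07), both in 16 of 16 animals. The same held for miR-378 (0.95, SE 0.13, adjusted p = 4.65e-06), for miR-146a, a regulator of inflammatory signalling (1.06, SE 0.15, adjusted p = 4.96e-06), and for miR-23a (0.60, SE 0.11, adjusted p = 1.49e-04). miR-24, which is encoded beside miR-23a, was higher by 0.31 (SE 0.06, adjusted p = 1.96e-04) in 14 of 16 animals.

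In LDeep the lead miRNAs were miR-219-5p and miR-338, both needed for oligodendrocyte differentiation. miR-219-5p was lower in LII by -1.08 (SE 0.15, 2.11-fold, adjusted p = 4.96e-06), with 2 of 16 animals going the other way. miR-338, encoded within Aatk, differed by -0.76 (SE 0.13, adjusted p = 1.42e-04) and was higher in LII in 1 of 16 animals. miR-7a differed by -0.94 (SE 0.19) and miR-7b by -1.02 (SE 0.21), each with an adjusted p of 7.11e-04. They were higher in LII in 0 and 1 of 16 animals. Further miRNAs lower in LII were miR-124*, the passenger strand of the neuronal miR-124 (-0.64, SE 0.14, adjusted p = 0.00115, higher in LII in 2 of 16 animals), and miR-151 (-0.32, SE 0.07, adjusted p = 0.00206, 2 of 16). So were miR-874 (-0.89, SE 0.21, adjusted p = 0.00278, 4 of 16) and miR-181a (-0.39, SE 0.09, adjusted p = 0.00465, 0 of 16). miR-124* and miR-151 differed by 0.07 each, with the sign turned, on the deposited values before normalization.

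**Figure D2:**
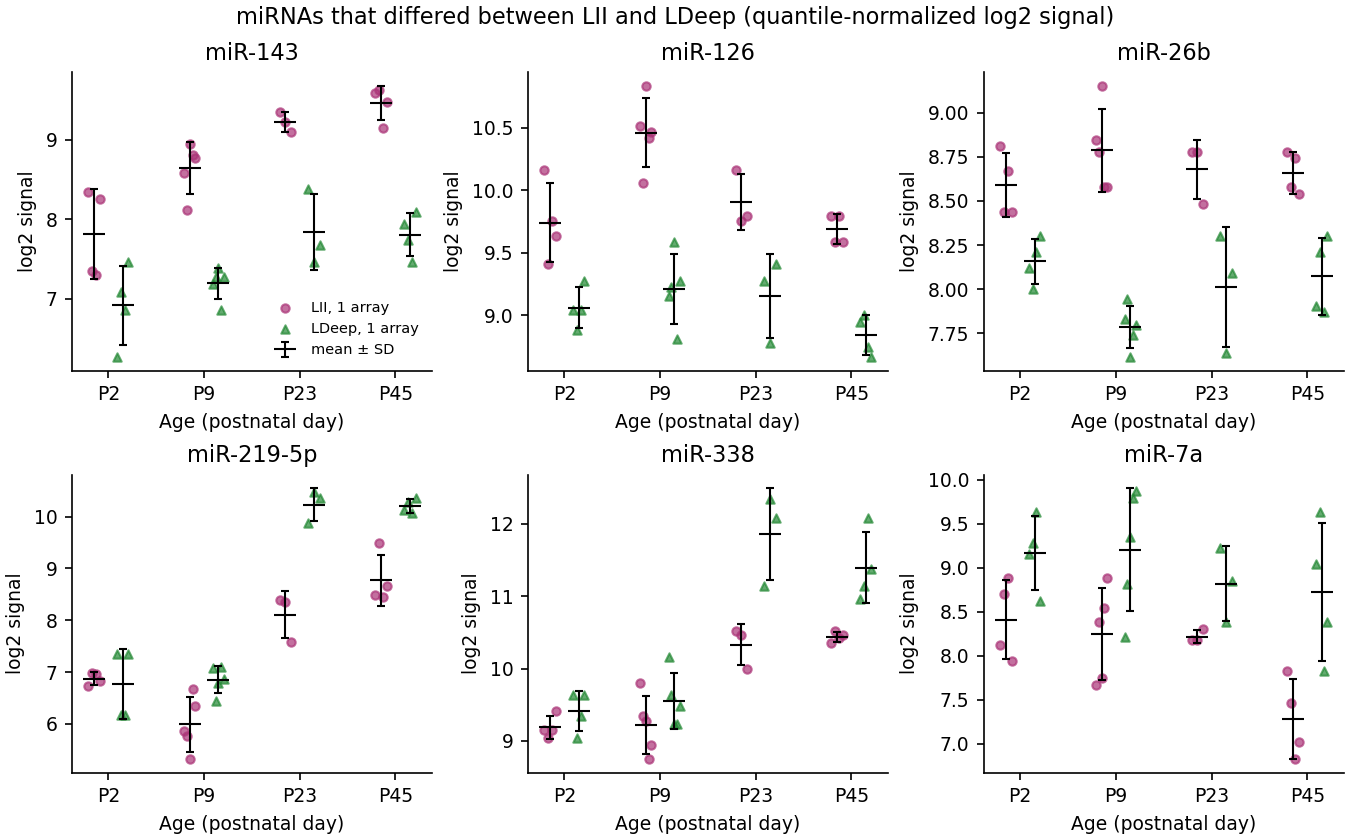
Normalized log2 signal (y axis) of miR-143, miR-126, miR-26b, miR-219-5p, miR-338 and miR-7a at P2, P9, P23 and P45 (x axis) in LII and LDeep, with a point per array and the mean ± SD of each group. miR-143, miR-126 and miR-26b lie higher in LII and miR-219-5p, miR-338 and miR-7a lie lower in LII in the mean over all ages, with a difference of 0.11 for miR-219-5p at P2, and these directions were kept under both scalings to the 75th percentile.

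In all, 45 of the 275 miRNAs differed between the layers, 28 higher and 17 lower in LII. Of the 45, 21 belonged to none of the 20 lists of miRNAs described next. The count was 16 on the deposited values before normalization. With each array scaled to the 75th percentile of all miRNAs in place of quantile normalization, 36 miRNAs were higher and 13 lower. With the slide as a block 49 miRNAs passed. Within single slides all 45 kept their sign on slides 2, 3, 4 and 5, and 33 of 45 on slide 1, which held 1 LII and 3 LDeep arrays. The limma count within a slide was 3 on slide 1, 0 on slide 2 (25 at an unadjusted p under 0.05), 0 on slide 3 (68 unadjusted), 9 on slide 4 and 23 on slide 5.

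Of the 20 lists, which were fixed before the data were examined, 9 moved between the layers, 6 higher and 3 lower in LII (limma fry, a test of whether members move together, which compares no list with other miRNAs). Among the mural and endothelial miRNAs 3 of 4 were higher in LII, 4 when adjusted over the list alone (median 1.61, fry adjusted p = 5.76e-08), led by miR-143 and miR-126, with miR-145 at 1.87 (adjusted p = 0.00528) and miR-126* at 1.87 (adjusted p = 0.124). Among the meningeal and fibroblast miRNAs 5 of 6 were higher in LII, and the same 5 over the list alone (median 2.94, fry adjusted p = 8.03e-06). miR-199a-3p was higher by 2.48 (adjusted p = 1.24e-05), miR-152 by 3.58 and miR-199a-5p by 3.54 (both adjusted p = 3.38e-05). miR-214 was higher by 3.40 (adjusted p = 2.41e-04). miR-152 and miR-199a-5p were each detected on 24 of 32 arrays, so their size depends on the floor set under the signal. Blood cell miRNAs were higher in 2 of 5 cases, 2 over the list alone (median 0.93, fry adjusted p = 6.30e-04), with the erythroid miR-451 at 0.77 (adjusted p = 7.11e-04), the myeloid miR-223 at 0.94 (adjusted p = 0.00484), miR-142-3p at 1.02 (adjusted p = 0.145) and miR-142-5p at 0.93 (adjusted p = 0.157). With the animal as a block the last 2 passed (adjusted p = 0.04995 and 0.0184). Of the microglia and inflammation miRNAs, miR-146a was higher and miR-21 differed by 0.01 (adjusted p = 0.963), 1 of 2 over the list alone (median 0.53, fry adjusted p = 8.74e-04).

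The stellate cell list holds those miRNAs raised in sorted stellate cells that the study's text names for their levels in LII of these samples. Its direction between the layers was thus set by the choice of members, and its count and test are not independent evidence. In it 2 of 3 members were higher in LII, 2 over the list alone (median 0.52, fry adjusted p = 2.74e-06). The 2 were miR-143 and miR-150 (0.52, SE 0.11, adjusted p = 7.11e-04, 16 of 16 animals), with miR-494 at 0.31 (SE 0.51, adjusted p = 0.834, 8 of 16). miR-375, a further stellate miRNA, was detected on 1 array and was not tested. On the same LII arrays the medians of the vessel and meningeal lists stood higher by 1.61 and 2.94. In the miR-15/16 family, whose members restrain the cell cycle, 2 of 7 were higher in LII, 3 over the list alone (median 0.21, fry adjusted p = 0.00877). These were miR-503 (1.88, adjusted p = 0.0177) and miR-16 (0.23, adjusted p = 0.0408), with miR-322* at 1.35 (adjusted p = 0.0681) and miR-322 at 0.21 (adjusted p = 0.233, and 0.0475 with the animal as a block). The list's call was lost over the miRNAs detected on all arrays alone (adjusted p = 0.0686) and without slide 5 (adjusted p = 0.161), and that of miR-16 in 8 of 23 alternative settings, among them the animal as a block (adjusted p = 0.0585).

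Of the lists lower in LII, the oligodendrocyte miRNAs had 2 of 4 members lower, 3 over the list alone (median -0.92, fry adjusted p = 3.73e-07), with miR-219-2-3p at -1.44 (adjusted p = 0.0602, and 0.0204 with the animal as a block) and miR-338* at -0.37 (adjusted p = 0.624) beside miR-219-5p and miR-338. All 3 members of the miR-7 family were lower, 3 over the list alone (median -0.94, fry adjusted p = 2.71e-05), the last being miR-7a-1* at -0.33 (adjusted p = 0.00838), whose sign turned to 0.11 before normalization. The oligodendrocyte and miR-7 lists, like miR-143, miR-145 and miR-126, were named by the study from these samples, so their counts are not independent evidence. In the miR-181 family 2 of 5 were lower, 4 over the list alone (median -0.22, fry adjusted p = 5.02e-05), namely miR-181a and miR-181b (-0.31, adjusted p = 0.0408), with miR-181c at -0.21 (adjusted p = 0.0844, and 0.0490 with the animal as a block) and miR-181d at -0.18 (adjusted p = 0.0989).

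The other 11 lists did not pass between the layers. The miR-30 family had 1 of 11 members higher in LII, miR-30a at 0.28 (adjusted p = 0.0116), 1 over the list alone (fry adjusted p = 0.0708, and 0.00808 with the animal as a block). Of the neuronal miRNAs 1 of 10 was lower, miR-124*, 2 over the list alone (fry adjusted p = 0.0811, and 0.00946 scaled to the 75th percentile of the miRNAs detected on all arrays). Other members were miR-137 at -0.43 (adjusted p = 0.0580, and 0.00795 with the animal as a block), miR-124 at -0.24 (adjusted p = 0.0858) and miR-9 at 0.25 (adjusted p = 0.326), the last turning sign under scaling to that percentile. In the let-7 family 1 of 12 was higher, let-7i at 0.29 (adjusted p = 0.00876), 1 over the list alone (fry adjusted p = 0.320). None of 3 members passed in the miR-34 family, 1 over the list alone (miR-34a at 1.01, adjusted p = 0.0634, and 0.0491 with the animal as a block, fry adjusted p = 0.364). None of 4 passed in the miR-130 and miR-301 family, 2 over the list alone (miR-130a at 0.25, adjusted p = 0.0634, and 0.0215 with the animal as a block, and miR-130b at 0.57, adjusted p = 0.0680, fry adjusted p = 0.601). No member passed, over all miRNAs or the list alone, in the miR-17/92 cluster and its paralogs (13 members, miR-17-1-3p passing with the animal as a block at an adjusted p of 0.0155, fry adjusted p = 0.525) and the miR-29 family (5 members, 0.668). The same held for the imprinted miR-379 to miR-410 cluster (35 members, 0.910) and miR-127 to miR-136 cluster (10 members, 0.926), the activity-regulated miRNAs (3 members, 0.910) and the choroid plexus and epithelial miRNAs (2 of 11 tested, 0.910). For the miR-379 to miR-410 cluster the median of 0.03 and the mean of 0.04 were positive while fry gave a downward direction. This direction and those of the miR-127 to miR-136 cluster and of the choroid plexus list turned under scaling to the 75th percentile of all miRNAs. Of the other miRNAs named in the study's text, miR-15b (0.14, adjusted p = 0.298), miR-29a (0.11, 0.731), miR-29b (0.02, 0.963), miR-29c (0.05, 0.896), miR-298 (-0.13, 0.748), miR-301b (-0.20, 0.234) and miR-20a (0.01, 0.963) did not pass between the layers.

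On the rat genome build rn4, to which the scanner files place the probes, miR-143 lay on chromosome 18 from 57625176 to 57625193 and miR-145 beside it from 57623772 to 57623784. miR-126 lay on chromosome 3 from 4768167 to 4768183, miR-26b on chromosome 9 from 73734077 to 73734096, miR-652 on chromosome X from 35821380 to 35821394, and miR-378, within Ppargc1b, on chromosome 18 from 57377854 to 57377866. miR-219-5p matched chromosome 20 from 4967821 to 4967841 and chromosome 3 from 8833923 to 8833943, miR-338 chromosome 10 from 109427033 to 109427054, and miR-7a chromosome 1 from 134607283 to 134607304 and chromosome 17 from 12204101 to 12204122, within Hnrnpk. Host genes were taken by name from a gene table of another assembly, GRCr8.

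At P2 the layers differed in miR-24, which was higher in LII by 0.49 (SE 0.11, adjusted p = 0.0264) in 4 of 4 animals. The other miRNA past the threshold, miR-378*, falls outside the naming rule and was chosen after its values were seen. It was detected on 4 of 4 LII arrays and 0 of 4 LDeep arrays, at least 1.21-fold higher in LII (adjusted p = 0.00159). miR-219-5p, the lead miRNA of LDeep at later ages, differed by 0.11 at P2 (SE 0.29, adjusted p = 1). The count of 2, both higher in LII, rested on 4 animals and moved with many of the settings. It was 1 with the animal as a block and 16 with the slide as a block. It was 13 without 3 arrays that stood apart in single miRNAs (P2 LDeep 4, P45 LDeep 4 and P45 LDeep 5). Of these, P2 LDeep 4 was also the brightest array of its group and P45 LDeep 4 the dimmest. Within slides the count was 3 on slide 1 and 19 on slide 5. Leaving out a single array mostly left it at 2 or 3, and otherwise gave 1 (P2 LII 1), 4 (P9 LDeep 2, P45 LDeep 5), 5 (P2 LII 2, P2 LII 3, P23 LDeep 2), 6 (P45 LDeep 4) or 10 (P2 LDeep 4). The call of miR-24 was lost in 7 of 24 settings, among them the animal as a block (adjusted p = 0.0938).

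At P9, with 5 animals, miR-126 was higher in LII by 1.25 (SE 0.16) and miR-26b by 1.00 (SE 0.13), both with an adjusted p of 1.03e-05 and in 5 of 5 animals. miR-551b was lower in LII by -0.84 (SE 0.23, adjusted p = 0.0202) and miR-181c by -0.52 (SE 0.14, adjusted p = 0.0216), both in 5 of 5 animals, with the call lost in 5 and 4 of 24 alternative settings. miR-143 was higher by 1.45 (adjusted p = 1.15e-04), and the meningeal miRNAs miR-199a-5p (4.58) and miR-214 (3.87) were also among the calls. Of 26 miRNAs past the threshold 21 were higher and 5 lower in LII. The split was 23 higher and 1 lower with scaling to the 75th percentile of the miRNAs detected on all arrays, 42 miRNAs passed with the animal as a block, and 16 and 14 passed without P9 LII 1 and P9 LII 3. With the slide as a block 25 passed, and all 26 kept their sign within slides 2, 3 and 5, where limma gave 0 (25 unadjusted), 0 (60 unadjusted) and 6 calls.

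At P23, with 3 animals, miR-219-5p was lower in LII by -2.12 (SE 0.34, adjusted p = 3.83e-04), at 8.11 ± 0.45 in LII against 10.23 ± 0.32 in LDeep (SD, n = 3). miR-338 was lower by -1.53 (SE 0.30, adjusted p = 0.00433), while miR-143 was higher by 1.38 (SE 0.30, adjusted p = 0.00827) and miR-99a by 0.82 (SE 0.18, adjusted p = 0.00896), each in 3 of 3 animals. These calls were lost in 2 (miR-219-5p), 4 (miR-338), 3 (miR-143) and 5 (miR-99a) of 24 settings. Of 10 miRNAs 6 were higher and 4 lower in LII, and the split was 2 and 3 with scaling to the 75th percentile of the miRNAs detected on all arrays and 9 and 2 with that of all miRNAs. With only the P23 arrays in the model no miRNA passed. The count was 5 with the slide as a block, 0 (43 unadjusted) within slide 3, where all 10 kept their sign, 1 without P23 LDeep 2 and 2 without P23 LII 1. It was 6 without any 1 of P2 LII 2, P2 LII 3, P2 LII 4, P2 LDeep 1, P2 LDeep 2, P2 LDeep 3, P9 LII 1, P9 LDeep 1, P9 LDeep 2, P9 LDeep 5, P23 LII 3 and P45 LDeep 1, which share its estimate of the spread.

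At P45, with 4 animals, miR-143 was higher in LII by 1.65 (SE 0.26, adjusted p = 2.59e-04), at 9.46 ± 0.22 in LII against 7.81 ± 0.27 in LDeep (SD, n = 4), and miR-126 was higher by 0.85 (SE 0.18, adjusted p = 0.00709). miR-219-5p was lower by -1.44 (SE 0.29, adjusted p = 0.00661) and miR-151, encoded within Ptk2, by -0.56 (SE 0.14, adjusted p = 0.0232), and these 4 differences had 1 direction in all 4 animals. The call of miR-151 was lost in 6 of 24 settings, that of miR-126 in 3, and those of miR-143 and miR-219-5p in 1 each. Of 13 miRNAs 7 were higher and 6 lower, against 19 and 6 when scaled to the 75th percentile of all miRNAs. The count was 24 with the animal as a block, 8 without the 3 arrays that stood apart, 6 without any 1 of P45 LII 1, P45 LII 4 and P45 LII 5, and 20 without P45 LDeep 5. All P45 arrays and no others lay on slide 4. A fit within it thus gave the same differences (9 passed), so it is no separate check of their sign. Over the single ages 34 miRNAs passed at 1 or more, and 5 passed at all of P9, P23 and P45: miR-143, miR-126, miR-26b and miR-652, higher in LII, and miR-219-5p, higher in LDeep.

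The test of whether a layer difference changed with age compared LII minus LDeep at P23 and P45 with the same at P2 and P9. 1 miRNA passed, miR-219-5p, whose difference fell by 1.40 (SE 0.30, adjusted p = 0.0221). Its difference was 0.11 at P2, -0.86 at P9, -2.12 at P23 and -1.44 at P45, the last 3 with the lower value in LII in all animals of that age. At an unadjusted p under 0.05 there were 18 miRNAs. Without P23 LDeep 2, P23 LII 3 or P45 LII 4 no miRNA passed, 5 passed without P23 LDeep 3 and 3 without P45 LDeep 4. 2 passed without any 1 of P2 LII 3, P2 LDeep 4, P9 LII 2, P9 LII 5, P9 LDeep 2, P23 LDeep 1 and P45 LII 3, and 7 with the animal as a block. The count was 7, none higher, with scaling to the 75th percentile of the miRNAs detected on all arrays, and 5, of which 4 higher, with that of all miRNAs.

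The comparison of P23 and P45 with P2 and P9 asked which miRNAs change as the cortex matures. The miR-29 family, known to rise in the brain after birth, led the miRNAs that rose: miR-29b by 5.47 (SE 0.12, 44.2-fold, adjusted p = 1.51e-23), miR-29a by 4.85 (SE 0.12, 28.9-fold, adjusted p = 1.36e-22) and miR-29c by 3.65 (SE 0.13, 12.6-fold, adjusted p = 3.40e-19). In LDeep miR-29b went from 6.47 ± 0.60 at P2 (SD, n = 4) to 8.12 ± 0.25 at P9 (n = 5), 12.47 ± 0.10 at P23 (n = 3) and 13.06 ± 0.36 at P45 (n = 4). Next came miR-132, induced by neuronal activity (2.27, SE 0.11, adjusted p = 2.61e-16), miR-219-5p (2.71, SE 0.15, adjusted p = 6.92e-15), miR-150 (2.84-fold, SE 0.11 on the log2 scale, adjusted p = 1.94e-12) and miR-24 (0.79, SE 0.06, adjusted p = 2.20e-12). For these 7 miRNAs all 14 arrays of the older ages lay above all 18 of the younger ages. The arrays are LII and LDeep of the same animals, and the model takes them as independent. With the animal as a block the 7 miRNAs still passed, miR-29b with a limma adjusted p of 5.52e-22. miR-129-2* rose by 2.19 (SE 0.17, adjusted p = 1.39e-11), with 9 of 14 arrays above all younger ones.

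Among the miRNAs detected on all 32 arrays, those that fell were led by members of the miR-17/92 cluster and its paralogs, which are high in proliferating precursors. miR-20a fell by 2.52 (SE 0.09, adjusted p = 1.28e-18), miR-19b by 2.33 (SE 0.10, adjusted p = 1.51e-17), miR-17-5p by 2.85 (SE 0.12, adjusted p = 2.30e-17), miR-92a by 2.22 (SE 0.10, adjusted p = 1.97e-16) and miR-106b by 1.72 (SE 0.08, adjusted p = 4.02e-16). miR-15b of the cell-cycle miR-15/16 family fell by 2.13 (SE 0.08, adjusted p = 1.80e-18), miR-135b by 3.11 (SE 0.14, adjusted p = 1.29e-16) and miR-181d by 1.49 (SE 0.07, adjusted p = 6.08e-16). For each of these 8 all 14 older arrays lay below all 18 younger ones. Larger falls with lower adjusted p-values than that of miR-20a were found for 3 miRNAs named in the study's text and not detected on all arrays. miR-301b (-4.86, SE 0.11, adjusted p = 1.51e-23), miR-298 (-4.68, SE 0.15, adjusted p = 5.00e-20) and miR-130b (-6.16, SE 0.21, adjusted p = 2.83e-19) were detected on 1, 3 and 5 of the 14 older arrays and on 18 of 18 younger ones. The size of their fall thus depends on the floor. So do their SE and adjusted p-values, because arrays at the floor have almost no spread, and their rank before miR-20a is less firm. miR-338 rose by 1.66 (SE 0.13, adjusted p = 1.96e-11, 13 of 14 arrays above all younger ones) and miR-143 by 0.94 (SE 0.13, adjusted p = 5.48e-07, 7 of 14). miR-126 fell by 0.22 (SE 0.09, adjusted p = 0.0358, 3 of 14 below all younger ones), a call lost in 10 of 22 settings, among them the animal as a block (adjusted p = 0.0696), and turned to 1.16 before normalization. miR-26b (0.03, adjusted p = 0.780) and miR-494 (0.23, adjusted p = 0.694) did not pass, and miR-26b turned sign under other scalings.

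**Figure D3:**
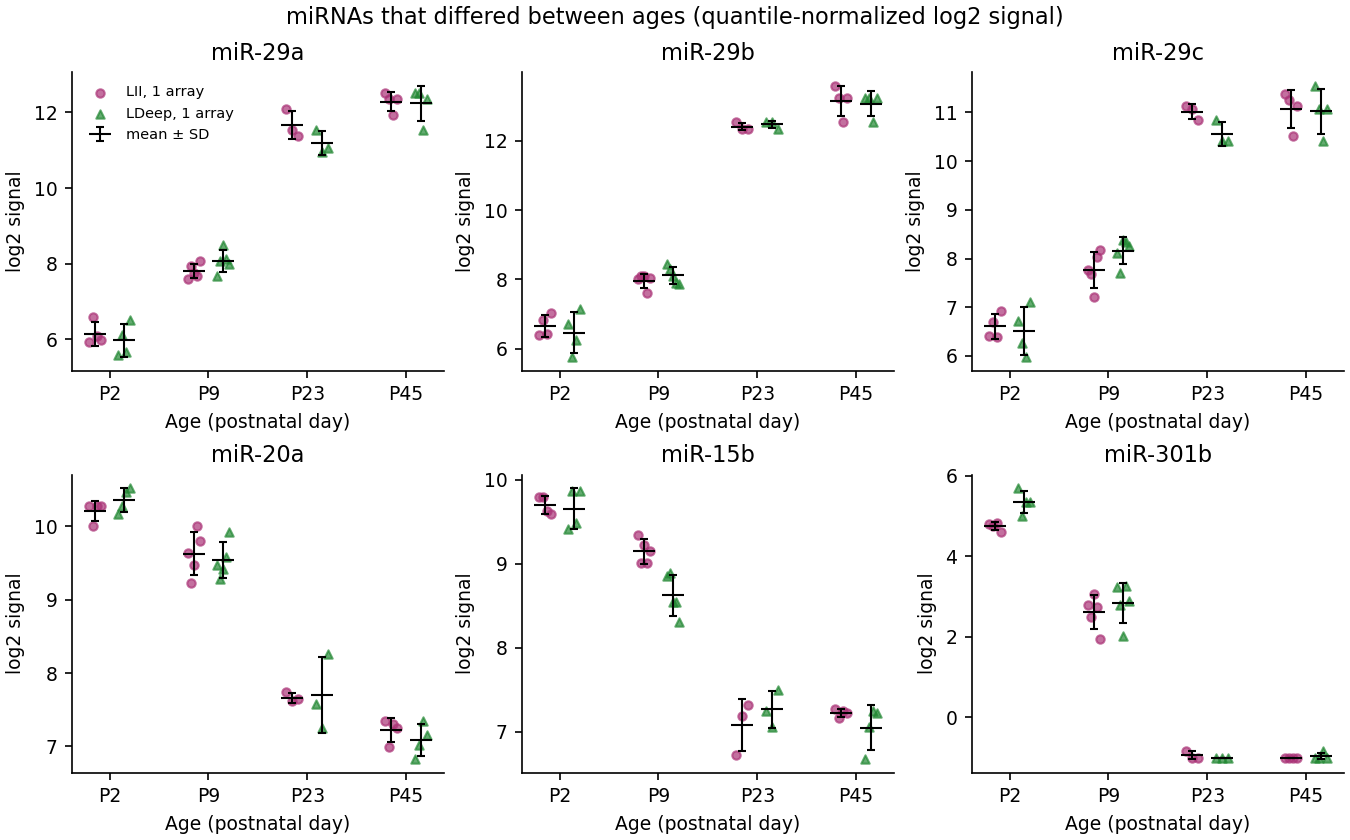
Normalized log2 signal (y axis) of miR-29a, miR-29b, miR-29c, miR-20a, miR-15b and miR-301b at P2, P9, P23 and P45 (x axis) in LII and LDeep, with a point per array and the mean ± SD of each group. The miR-29 family rose and miR-20a, miR-15b and miR-301b fell from P2/P9 to P23/P45, directions kept under both scalings to the 75th percentile, and miR-301b lies at the floor of -1 on nearly all arrays of P23 and P45.

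With age 196 of 275 miRNAs changed, 104 rising and 92 falling, and 94 of them belonged to none of the lists. On the series matrix before normalization 165 rose and 16 fell, with a median difference of 1.00 over all miRNAs. Scaling to the 75th percentile of the miRNAs detected on all arrays moved the median difference of all miRNAs by -0.16, so small changes are relative to the array as a whole. With the slide as a random block 162 passed. No fit with the slide as a fixed term was possible for this comparison, because slide 4 held all P45 arrays and no others. Slide 3 held 5 P23 arrays and, of P9, LII 5 and LDeep 5 of the same animal. On it all 110 miRNAs called between these ages kept their sign. In all, 204 miRNAs passed for age or for layer at a single age, and 30 passed both for age and for layer over all ages.

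Of the 20 lists 16 moved with age, 10 upward and 6 downward. All 5 measured members of the miR-29 family rose, 5 over the list alone (median 3.65, fry adjusted p = 4.97e-22), among them miR-29a*, which was detected on 13 of 14 older and 0 of 18 younger arrays. All 4 oligodendrocyte miRNAs rose, 4 over the list alone (median 2.18, fry adjusted p = 2.41e-17), with miR-219-2-3p at 7.20 (adjusted p = 2.31e-12, detected on 14 of 14 older and 4 of 18 younger arrays) and miR-338* at 1.45 (adjusted p = 4.61e-04). Of the activity-regulated miRNAs miR-132 and miR-212 (2.64, adjusted p = 2.41e-10) rose and miR-134, which passed with a negative sign in other settings, was at 0.08 (adjusted p = 0.883), 2 of 3 over the list alone (median 2.27, fry adjusted p = 6.68e-12). The stellate list rose in 2 of 3, miR-143 and miR-150, 2 over the list alone (median 0.94, fry adjusted p = 5.54e-09). In the miR-34 family miR-34a rose by 4.12 (adjusted p = 2.41e-10), with miR-34b at 1.28 (adjusted p = 0.157) and miR-34c at 1.18 (adjusted p = 0.176), 1 of 3 over the list alone (median 1.28, fry adjusted p = 5.28e-05). Of the miR-30 family 6 rose and 1 fell among 11, 7 over the list alone (median 0.61, fry adjusted p = 1.64e-04), with miR-30e at 0.61 (adjusted p = 3.32e-06), miR-30b-5p at 1.21 (adjusted p = 2.11e-05), miR-30b-3p at 1.36 (adjusted p = 0.00423) and miR-30c-1* at 0.62 (adjusted p = 0.00467). The last of these turned sign with another background correction.

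All 4 members of the miR-130 and miR-301 family fell, 4 over the list alone (median -3.28, fry adjusted p = 4.61e-24), among them miR-130a (-1.62, adjusted p = 1.00e-14) and miR-301a (-1.70, adjusted p = 3.10e-13). Of the miR-17/92 group 12 of 13 members fell, 12 over the list alone (median -2.33, fry adjusted p = 4.14e-18). The miR-29 family, miR-219-5p, miR-130b, miR-301b, miR-20a and miR-15b were named in the study's text from these samples, and the clusters of miR-17/92, miR-379 to miR-410 and let-7c in its supplement. The counts of the lists that hold them are therefore not independent evidence. In the miR-15/16 family 4 fell and 2 rose among 7, 6 over the list alone (median -0.86, fry adjusted p = 5.54e-09), with miR-16 at -0.83 (adjusted p = 4.75e-10), miR-322 at -0.86 (adjusted p = 1.36e-07) and miR-195 at 0.71 (adjusted p = 1.55e-05). The let-7 family, which times differentiation, fell in 9 and rose in 1 of 12, 10 over the list alone (median -0.44, fry adjusted p = 2.33e-06), with let-7c at -0.64 (adjusted p = 6.91e-08), let-7b at -0.69 (adjusted p = 3.98e-07), let-7e at -0.76 (adjusted p = 2.81e-05) and let-7e* at 2.17 (adjusted p = 6.57e-05). In the miR-181 family 4 of 5 fell, 4 over the list alone (median -0.69, fry adjusted p = 1.91e-13), among them miR-181c (-0.69, adjusted p = 4.00e-08), miR-181a-1* (-0.87, adjusted p = 1.31e-05) and miR-181a (-0.34, adjusted p = 0.00229). Of the microglia and inflammation miRNAs miR-21 fell by 1.06 (adjusted p = 3.82e-09) and miR-146a was at 0.11 (adjusted p = 0.501), 1 of 2 over the list alone (median -0.47, fry adjusted p = 8.15e-05). On the deposited values before normalization the differences of miR-16, miR-322, let-7b, let-7c, let-7e, miR-181a, miR-181c, miR-181a-1* and miR-21 turned positive, and that of miR-146a, which did not pass, turned sign under both scalings to the 75th percentile.

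Further lists held members that went both ways. The neuronal miRNAs rose in 6 and fell in 4 of 10 cases, 10 over the list alone (median 0.69, fry adjusted p = 3.60e-06), with miR-129-2* and miR-128 (0.80, adjusted p = 4.69e-10) rising, miR-138 rising by 1.32 (adjusted p = 3.35e-07) and miR-124* falling by 1.17 (adjusted p = 3.13e-08). This call was lost, with fry's direction turned downward, under scaling to the 75th percentile of the miRNAs detected on all arrays (adjusted p = 0.162), and lost with that of all miRNAs (adjusted p = 0.454). Of the miR-379 to miR-410 cluster 16 rose and 4 fell among 35, 20 over the list alone (median 0.30, fry adjusted p = 1.64e-04), with miR-154 at 1.20 (adjusted p = 5.09e-11), miR-410 at -0.70 (adjusted p = 3.46e-09), miR-485 at 1.20 (adjusted p = 4.60e-08) and miR-409-5p at 3.46 (adjusted p = 1.23e-07). The call was lost under scaling to the 75th percentile of the miRNAs detected on all arrays (adjusted p = 0.0587), and miR-410 turned positive before normalization. Of the miR-127 to miR-136 cluster 4 rose and 1 fell among 10, 5 over the list alone (median 0.07, fry adjusted p = 1.34e-04), with miR-136* at 1.65 (adjusted p = 3.42e-10), miR-127 at 0.72 (adjusted p = 1.54e-07), miR-434 at 0.49 (adjusted p = 2.44e-05) and miR-337 at 1.48 (adjusted p = 4.18e-04). The mural and endothelial list rose in 2 and fell in 1 of 4, 3 over the list alone (median 1.28, fry adjusted p = 4.61e-04), with miR-145 at 2.47 (adjusted p = 4.65e-05) and miR-126* at 1.62 (adjusted p = 0.0774). The list's call was lost with array brightness as a covariate (adjusted p = 0.145).

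No directional change with age was found for 4 lists. The meningeal and fibroblast miRNAs fell in 2 of 6, miR-199a-3p (-1.96, adjusted p = 3.99e-05) and miR-214 (-1.83, adjusted p = 0.0127), 2 over the list alone (median -0.39, fry adjusted p = 0.0948, and 0.0304 scaled to the 75th percentile of the miRNAs detected on all arrays). Other members were miR-10a-5p at 1.02 (adjusted p = 0.138) and miR-10b at -0.42 (adjusted p = 0.290). The blood cell miRNAs rose in 2 and fell in 1 of 5, 3 over the list alone (median 0.10, turning negative under both scalings, fry adjusted p = 0.153), with miR-142-5p at 1.89 (adjusted p = 3.85e-04), miR-144 at 1.55 (adjusted p = 0.00912), miR-223 at -0.63 (adjusted p = 0.0177) and miR-451 at 0.10 (adjusted p = 0.579). miR-223 turned positive before normalization and with array brightness as a covariate. In the miR-7 family miR-7b rose by 0.99 (SE 0.21, adjusted p = 1.56e-04, 4 of 14 arrays above all younger ones) and miR-7a fell by 0.50 (SE 0.19, adjusted p = 0.0238, 3 of 14 below, turning positive before normalization). miR-7a-1* was at 0.01 (adjusted p = 0.921). Over the list alone 2 of 3 passed (median 0.01, fry adjusted p = 0.360), with list median and miR-7a-1* negative under scaling to the 75th percentile. The choroid plexus list had miR-204 at -0.44 (adjusted p = 0.165) and miR-211 at -0.81 (adjusted p = 0.130), 0 of 2 over the list alone (fry adjusted p = 0.0927), and it passed downward without the 3 arrays that stood apart (adjusted p = 7.16e-06).

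**Figure D4:**
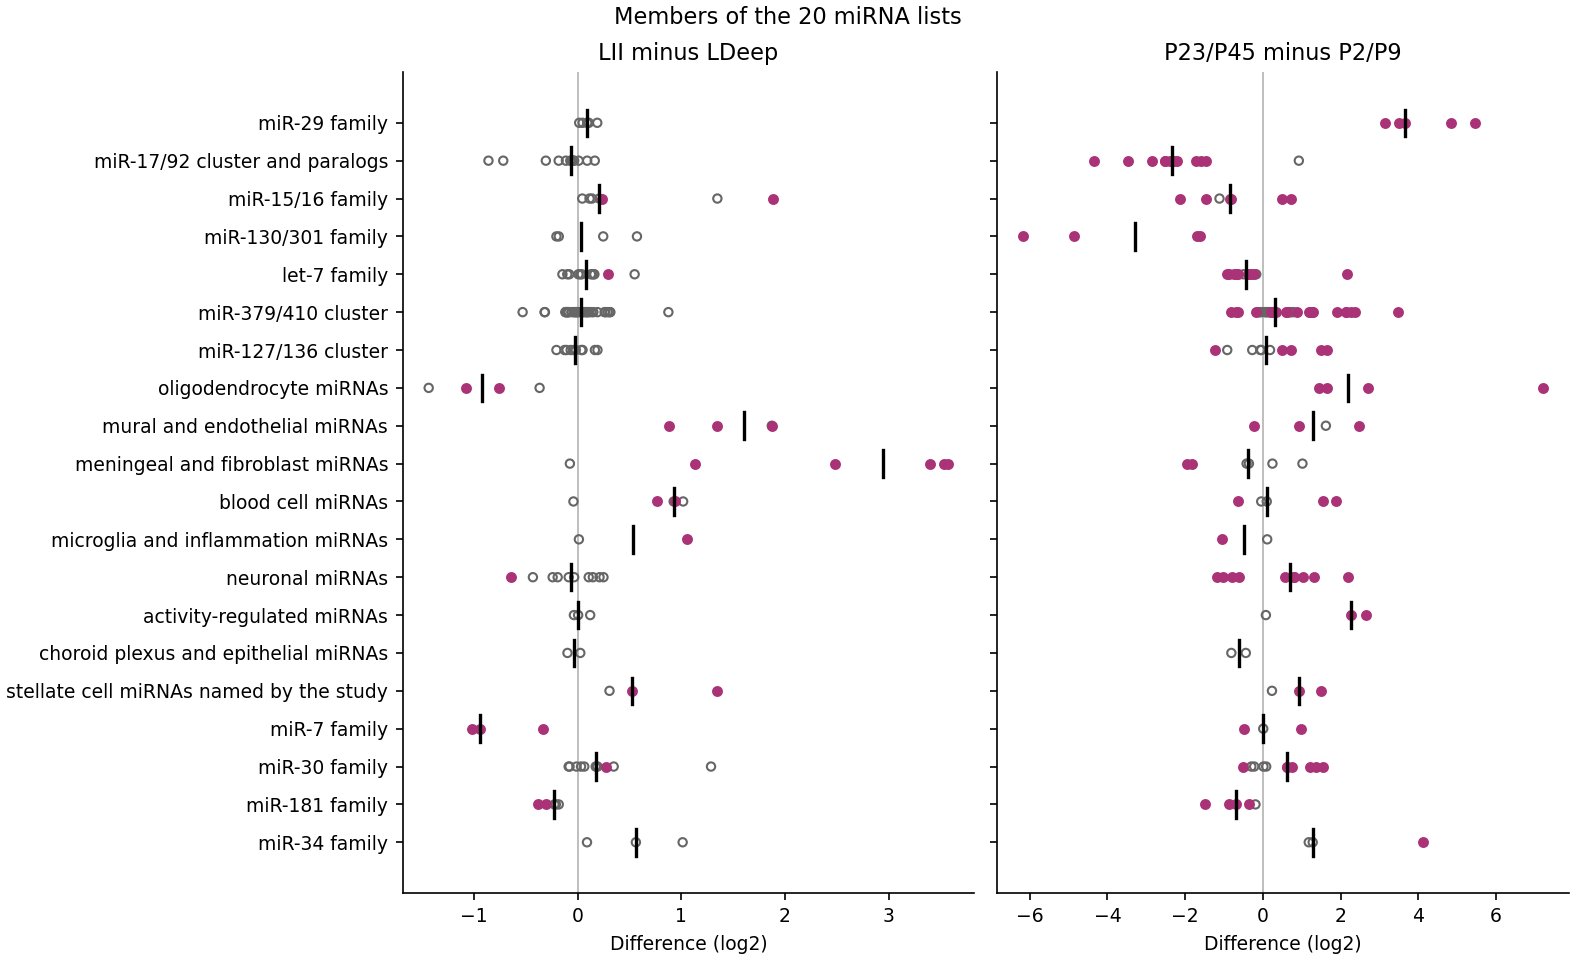
Log2 difference (x axis) of each measured member of the 20 lists (y axis) between LII and LDeep and between P23/P45 and P2/P9, filled where the miRNA passed, with a black bar at the list median. The meningeal list has the highest median between the layers (2.94) and the miR-130 and miR-301 family the lowest with age (-3.28). The medians of the choroid plexus list between the layers and of the blood cell and miR-7 lists with age turn sign under scaling to the 75th percentile.

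On rn4, miR-29a and miR-29b lay side by side on chromosome 4 from 58107816 to 58107834 and from 58108190 to 58108211, and a second copy of miR-29b and miR-29c on chromosome 13 from 110967572 to 110967593 and from 110968102 to 110968122. miR-17-5p, miR-20a, miR-19b and miR-92a lay in 1 stretch of chromosome 15 between 99853755 and 99854509. miR-301b and miR-130b lay on chromosome 11 from 85885296 to 85885314 and from 85885650 to 85885666. miR-15b and miR-16 lay within Smc4 on chromosome 2 from 158992256 to 158992274 and from 158992403 to 158992420, and miR-132 on chromosome 10 from 62480792 to 62480806.

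The steps between neighbouring ages showed when the miRNAs changed. From P2 to P9 miR-29a rose by 1.88 (SE 0.16, adjusted p = 1.25e-09) and miR-29b by 1.48 (SE 0.16, adjusted p = 1.66e-07), while miR-301b fell by 2.32 (SE 0.14, adjusted p = 1.20e-12) and miR-25 by 1.27 (SE 0.14, adjusted p = 2.24e-07). For each of these 4 all 10 arrays of P9 lay beyond all 8 of P2. In this step 69 miRNAs rose and 47 fell, against 62 and 72 under scaling to the 75th percentile of all miRNAs. The count of 116 was 55 with the slide as a block, and on slide 5, with 3 P9 and 4 P2 arrays, 104 of 116 kept their sign and 34 passed.

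From P9 to P23 miR-29b rose by 4.39 (SE 0.18, adjusted p = 6.10e-17) and miR-29a by 3.50 (SE 0.17, adjusted p = 3.61e-15). miR-15b fell by 1.71 (SE 0.12, adjusted p = 2.62e-12) and miR-20a by 1.90 (SE 0.14, adjusted p = 5.32e-12), and for these 4 miRNAs all 6 arrays of P23 lay beyond all 10 of P9. Here 53 rose and 57 fell, 110 in all, against 44 and 70 under scaling to the 75th percentile of the miRNAs detected on all arrays. With the slide as a block 87 passed. On slide 3 alone, where both P9 arrays came from the same animal, all 110 kept their sign. Between the first and the second step 50 miRNAs passed with the same sign and 7 with opposite signs.

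From P23 to P45 the miR-29 family rose further, miR-29a by 0.83 (SE 0.18, adjusted p = 0.00289) and miR-29b by 0.66 (SE 0.19, adjusted p = 0.0179), each with 6 of 8 arrays of P45 above all 6 of P23. The erythroid miR-451 fell by 1.80 (SE 0.24, 7 of 8 arrays below) and miR-323 of the miR-379 to miR-410 cluster by 0.76 (SE 0.10, 8 of 8), both with an adjusted p of 4.86e-06. Of 41 miRNAs 12 rose and 29 fell, against 35 and 24 under scaling to the 75th percentile of all miRNAs. All P45 arrays and no others lay on slide 4, so slide and age cannot be told apart in this step, and 4 miRNAs passed with the slide as a random block. With the animal as a block 21 passed, 25 without P23 LII 3 or without P23 LDeep 3, and 27 without P45 LII 3 or without the 3 arrays that stood apart.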

Values the study reported

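The study reported 192 miRNAs that differed in expression between the younger and the older rats, of which 88 were lower and 104 higher in the older group. For the miR-29 family it gave log2 fold changes of up to 5.5. Between the layers it found 26 miRNAs at P9, 11 at P23 and 13 at P45, and a single one at P2, with 35 different miRNAs over the ages. With all ages combined it counted 44, with 27 higher in LII and 17 higher in LDeep. Over ages and single-age layer comparisons together it counted 202 miRNAs.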

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

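The tests on choroid plexus miRNAs, split by array once their joint outcome was known, on age scores and on miR-34c over the LII arrays were chosen after the result was seen, as were the counts over the lists without a miRNA named by the study and the settings with spike-in signal, brightness or the slide as a fixed term and those within slides, whereas the tests on pia and on sample labels and the other counts over splits were fixed before.

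For miR-219-5p the difference between LII and LDeep itself changed with age, by -1.40 on the log2 scale from P2/P9 to P23/P45, with LDeep the higher layer at the later ages. Of 100 splits of the animals 2 gave 1 call or more, the real one included. The highest other split gave 1, as many as the real one, so chance was not excluded. The call was lost in 4 of 23 settings, and no miRNA passed without P23 LDeep 2, P23 LII 3 or P45 LII 4. Signal also appeared in 19 miRNAs left out by the detection filter. The highest was that of miR-449a, detected on 6 arrays, with a signal of up to 201, and miR-204* reached 38.6, miR-96 13.5 and miR-375 10.8, the last on P45 LDeep 5 alone, where the lowest signal of a detected miRNA was 2.89.

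In 19 of 225 groups of 4 or 5 arrays, over 38 named miRNAs, 1 array lay far from the others (Dixon's test), as in none of 18 groups for measures of whole arrays, where chance alone gives about 1 in 20 groups. At P2 these were miR-23a on LDeep 2 (8.58), miR-20a (9.9998) and miR-181c (8.12) on LII 2, miR-99a on LII 3 (11.37), miR-25 on LII 1 (8.39) and LDeep 3 (7.67), miR-17-5p on LDeep 1 (8.39), and miR-19b (11.37) and miR-16 (11.14) on LDeep 4. At P9 they were miR-29b on LII 4 (7.62), miR-323 on LII 1 (7.62), and miR-19b (9.9998) and miR-92a (8.12) on LDeep 2. At P45 they were miR-92a (6.92) and miR-129-2* (11.74) on LII 4, miR-451 on LII 1 (6.86), and miR-29b (12.53), miR-129-2* (11.93) and miR-99a (10.12) on LDeep 4. Equal values are ranks shared after quantile normalization.

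The first pattern is the layer difference of 45 miRNAs, with those of vessels and meninges higher in LII. As whole causes the slide and array brightness were argued against, since 93.3% of the calls (42 of 45) were kept with the slide as a fixed block and 100% with brightness as a covariate, and chance was excluded, since only the real split of 100 gave as many calls and the highest other gave 4. A candidate source of part of the difference is pia and vessel tissue taken along with LII: over 16 animals, with age means removed, the layer differences of 15 other miRNAs higher in LII followed that of the meningeal list with a median r of 0.360 (one-sided permutation p = 0.0511, adjusted over 5 sets 0.0852) and a median rho of 0.329 (p = 0.0447, adjusted 0.0745). Median r was 0.272 without the 2 farthest animals, -0.348 for miRNAs higher in LDeep and -0.0955 for 124 not called, and for the vessel miRNAs miR-143 and miR-126 it was 0.637 (permutation p = 0.0074, adjusted 0.0370). A dissection depth that varied between animals would give the same relation, and a difference between the cells of the layers was not tested here and stays open. The study has evidence for such a difference from in situ hybridization at P23. It saw dense miR-143 signal in stellate neurons of LII, with weaker or other staining in further neurons and in some vessels only. It saw miR-219-5p in ependyma, oligodendrocytes and glia, mostly in the deepest layers. The study also found miR-143 raised in its sorted stellate cells.

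The second pattern is the change of 196 miRNAs with age, where only the real split of 100 gave as many calls and the highest other gave 134, so chance was excluded. Labelling yield was argued against as the whole cause, since with the spike-in signal as a covariate 81.6% of the calls (160 of 196) were kept and 194 had the same sign. The slide was argued against as the whole cause of the step from P9 to P23, in which 100% of the calls kept their sign within slide 3. This check is narrow, since the P9 arrays of slide 3 were LII 5 and LDeep 5 of the same animal. Its arrays, with 5 of P23, are also part of the full comparison. For P45, slide and age cannot be told apart, because slide 4 held all P45 arrays and no others. Age itself stays open as the biological explanation.

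The third pattern is miR-34c, a miRNA of ciliated cells, at 9.004 on P45 LDeep 5 and 6.79 on P2 LDeep 4 against at most 4.57 on the other arrays. Choroid plexus or ependyma in the dissection is a candidate source on P45 LDeep 5, where 100% of the 7 other detected miRNAs of the choroid plexus and miR-34 lists were the highest of their group, with miR-204 at 12.53 against at most 8.17 and miR-34b at 9.80 against at most 5.10. Of them miR-34a, miR-34b and miR-34c* are of the family by which the arrays were picked, so they are not independent of it. On P2 LDeep 4 that share was 60% (3 of 5). There miR-204 at 8.70 and miR-211 at 4.06 lay below another array's 9.34 and 6.27. The highest were miR-34a, miR-34b at 7.39 and miR-449a at 7.71, the last 2 not detected on the other arrays of the group. Such tissue was thus neither excluded nor shown. P2 LDeep 4 was also the brightest of its group, with a 75th percentile of the signal of 140 against at most 47.4. Both arrays correlated better with another group than with their own, the outcome fixed before for a mislabelled sample. P2 LDeep 4 correlated with P9 LDeep at 0.957 against 0.936 at best for its own age (margin -0.0203), and P45 LDeep 5 with P45 LII at 0.973 against 0.963. By age scores from the other 30 arrays, tested after this, each array lay nearer to its own age by at least 0.237. The scores contrast P23/P45 with P2/P9. They argued against a wrong age for P2 LDeep 4 (-1.57, against -0.81 for the nearest P9 array). P45 and P23 overlapped, with P45 LDeep 4 at 2.42 and P23 LII 1 at 2.65. For P45 LDeep 5 (2.89) the scores thus argued against P2 and P9 and cannot decide on P23. On the 2 arrays miR-34c lay above the highest of 16 LII arrays by 4.43 and 2.22 (SD of the LII arrays 1.67). The arrays were picked for miR-34c above all others, so this outcome was fixed and does not test a wrong layer label. Layer scores were 1.17 on P2 LDeep 4, the same as the lowest LII array of its age, and 1.10 on P45 LDeep 5. The latter lay between 0.819 for the highest other LDeep array and 1.69 for the lowest LII array. A wrong layer label thus stays open, and a sample from outside the series cannot be told apart from added tissue.

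Other splits of the same arrays bore on the remaining counts as follows. At P9 3 of 100 splits that ignore the pairing by animal gave 26 calls or more. This share under 0.05 argues against chance without excluding it, since the highest other split gave 50. That split set P9 LII 1, 2, 3 and 5 with LDeep 1 against the others. It thus kept all LII arrays but LII 4 together and held much of the layer difference itself. It also followed in part the arrays of low spike-in signal, P9 LII 1, 2 and 3 and LDeep 1 and 2. The split that parts just these arrays of low spike-in signal from the rest was not among those drawn. The splits drawn with LII 1, LII 2, LDeep 1 and LDeep 2 on 1 side gave 0 to 4 calls. Each of them had an array of higher spike-in signal in place of LII 3, and the reason for the 50 was not tested. With spike-in signal as a covariate 29 miRNAs passed, and with the slide as a block 25. At P45 only the real one of the splits that ignore the pairing gave as many calls (13 calls, 1 of 35 splits, highest other 4). This argues against chance without excluding it, since the arrays are paired by animal and the swaps within animals, given below, are too few. With whole animals split chance was excluded from P9 to P23 (110 calls, 1 of 56, highest other 73) and from P23 to P45 (41 calls, 1 of 35, highest other 24). From P2 to P9 the share was under 0.05, but another split gave more calls, so chance was not excluded (116 calls, 2 of 100, highest other 117). Nor was it excluded at P2 (2 calls, 9 of 35 splits, highest other 7). At P23 the 10 splits are too few for a share under 0.05 (10 calls, 1 split, highest other 2). The counts of lists (9 between layers, 1 of 100 splits, highest other 1, and 16 between ages, 1 of 100, highest other 13) do not bear on chance, because 10 of the 20 lists held miRNAs that the study names from these samples. Over the other 10 lists alone chance was excluded between layers (4 lists, 1 of 100, highest other 3) and ages (7 lists, 1 of 100, highest other 5). With LII and LDeep swapped within animals, which parts every pair as the real split does, the highest other counts were 6 over all ages, 1 at P2, 5 at P9, 0 at P23 and 0 at P45 (limma, in place of 45, 2, 26, 10 and 13), and 6 of all lists and 3 of the other 10. Over all ages only the real one of 100 swaps gave as many calls, so chance was excluded. At single ages the swaps, 8 at P2, 16 at P9, 4 at P23 and 8 at P45, are too few for a share under 0.05.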

How the results depend on the processing

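The settings with the slide as a fixed block or within single slides, spike-in signal or brightness as a covariate, the quantile-normalized series matrix, and without slide 5 or the 3 arrays that stood apart were chosen after the data were seen. Array brightness and detection limit all results, since 93 miRNAs were detected on no array, and levels near the floor have no order. Of 119 named calls, 112 to 119 kept direction and call in each setting other than the unnormalized series matrix (58, with 16 reversed), the miRNAs detected on all arrays (95 of 95), the 75% filter (118 of 118), the slide as a fixed block (49 of 52), without slide 5 (98) and only the arrays compared (19 of 25). The animal as a block gave 61 for layer over all ages and 178 for age, changed the call of no other named miRNA or list than those given here and beside the results, and moved no other count by over 1.5 times. Further named calls lost in 4 or more settings were miR-181b (5 of 23), miR-874 (4 of 23) and miR-503 (4 of 22) for layer, miR-30b-3p (5 of 21), miR-30c-1* (4 of 21) and miR-7a (4 of 22) for age, miR-29b from P23 to P45 (4 of 23) and miR-219-5p for the change of the layer difference (4 of 23). Outside single slides and the unnormalized matrix, the count for layer over all ages was 30 to 61 and that for age 126 to 208. Except where the construction shows it (fewer miRNAs, fewer arrays, no normalization), the cause of a change was not tested.

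Counts that moved by over 1.5 times are given with that of the layers at P2, P9, P23 and P45 named by age, beside the reported 2, 26, 10 and 13, the reported 1 for the change of the layer difference with age, and the reported 66.1% for the first 3 components. Scaled to the 75th percentile of the miRNAs detected on all arrays, P2 gave 9, P23 5 and the change of the layer difference 7. Scaled to that of all miRNAs, P2 gave 9, P45 25, the change of the layer difference 5 and the components 68.4%. With the floor at the lowest detected signal P2 gave 6, P45 21 and the components 71.1%, and with a constant of 5 added P2 gave 10, P45 22 and the components 74.3%. With normexp P2 gave 11, P45 23 and the change of the layer difference 10. The change of the layer difference gave 6 with no filter and 10 over miRNAs detected on all arrays, where age gave 126 (of 158 tested) and the components 79.1%. The 75% filter gave 5 at P2, and the authors' table gave 1. With trend and robust options P2 gave 5 and the change of the layer difference 6.

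Scaling moved the median of all miRNAs: to the 75th percentile of those detected on all arrays by -0.16 for age, -0.13 from P9 to P23, -0.12 at P23 and -0.16 for the change of the layer difference, to that of all miRNAs by 0.11 at P23 and 0.11 at P45, and with normexp by -0.18 for age. On the unnormalized series matrix the median age difference was 1.00, and 165 miRNAs rose and 16 fell. The splits of P45 were 16 higher and 5 lower with the floor at the lowest detected signal and 16 and 6 with the constant added, against 7 and 6 as reported, and at P9 normexp gave 25 and 13.

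On the series matrix before normalization layer over all ages gave 16, P2 0 (limma, 5 unadjusted), P9 2, P23 0 (33 unadjusted), P45 2, the step from P2 to P9 74, that from P23 to P45 5, the change of the layer difference 0 (4 unadjusted) and the components 84.3%. Its differences between layers were 0.0681 for miR-124*, 0.0738 for miR-151 and 0.11 for miR-7a-1*, against negative values as reported. With age the following fell as reported and were positive there: let-7b 0.51, let-7c 0.51, let-7e 0.75, miR-126 1.16, miR-16 0.56, miR-181a 1.05, miR-181a-1* 0.29, miR-181c 0.53, miR-21 0.31, miR-223 0.51, miR-322 0.40, miR-410 0.63, miR-7a 0.89, miR-99a 0.38, miR-99b 0.80, miR-100 0.81, miR-125a-5p 0.94 and miR-125b-5p 0.19. After quantile normalization the matrix gave P2 6, P45 22, the change of the layer difference 6 and the components 68.3%. Other age differences that turned were miR-134 (-0.0460 with normexp, -1.10 on the normalized matrix, -1.15 with spike-in signal as a covariate), miR-30c-1* (-0.0150 with normexp, -0.999 on the normalized matrix), miR-223 (0.0840 with brightness as a covariate) and miR-7a-1* (-0.27 scaled to the 75th percentile of miRNAs detected on all arrays).

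Without the mirVana arrays P2 gave 1, P45 3, the step from P23 to P45 23 and the change of the layer difference 3, and with the kit as a covariate P23 gave 6. With only the arrays compared P2 gave 1 and P23 0 (limma, 34 unadjusted). With the animal as a replicate block P2 gave 1, P9 42, P45 24, the step from P23 to P45 21 and the change of the layer difference 7. The slide as a random block gave P2 7, P23 6, the step from P23 to P45 4 and the change of the layer difference 2, and as a fixed block P2 16, P23 5 and the step from P2 to P9 55. With brightness as a covariate P2 gave 8, P23 6, P45 22 and the change of the layer difference 2, and the spike-in covariate moved no count by over 1.5 times. Without slide 5 P2 gave 1, P9 13, P23 2, the step from P2 to P9 77, the change of the layer difference 2 and the components 69.7%. Without P2 LDeep 4, P45 LDeep 4 and P45 LDeep 5, P2 gave 13, P45 8, the step from P23 to P45 27, the change of the layer difference 3 and the components 68.2%. Layer over all ages gave 3 on slide 1, 0 on slide 2 (25 unadjusted), 0 on slide 3 (68 unadjusted) and 23 on slide 5. Slide 5 gave P2 19, P9 6 and the step from P2 to P9 34, slide 1 gave P2 3, slide 2 gave P9 0 (25 unadjusted), and slide 3 gave P9 0 (60 unadjusted) and P23 0 (43 unadjusted). A lone array of a layer there is assumed to vary like the other groups. Fits with the slide as a fixed block could not be had for age as a whole or from P23 to P45, and lists were not run on the deposited tables, with normexp, with trend and robust options or with the slide as a random block.

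Leaving out each array in turn gave 37 to 50 for layer over all ages, 189 to 208 for age, 102 to 131 from P2 to P9, 100 to 123 from P9 to P23, 9 to 10 lists between layers, 16 to 18 between ages and 65.7% to 67.4% for the components. P2 gave 1 (without P2 LII 1) to 10 (without P2 LDeep 4), P9 14 (without P9 LII 3) to 31, P23 1 (without P23 LDeep 2) to 15, P45 6 (without P45 LII 1, 4 or 5) to 20 (without P45 LDeep 5), the step from P23 to P45 25 (without P23 LII 3 or P23 LDeep 3) to 46, and the change of the layer difference 0 (without P23 LDeep 2, P23 LII 3 or P45 LII 4) to 5 (without P23 LDeep 3). The other arrays that moved a count by over 1.5 times are named beside the results.

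Of the lists, the miR-30 family passed between layers with the animal as a block (adjusted p = 0.00808) and the miR-34 family with the slide as a fixed block (0.0449) and without the 3 arrays (0.0121). With age the miR-379 to miR-410 cluster was lost with spike-in signal (0.0589) and brightness (0.0989) as covariates, the meningeal list passed downward with the floor at the lowest detected signal (0.0135), the constant added (0.00636) and spike-in signal (0.0346) or brightness (1.5e-04) as a covariate, and the blood cell list passed without the 3 arrays (0.0480).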

Other observations

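The miRNAs and families described in this part, and their tests, were chosen after their values were seen.

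The miR-23, miR-24 and miR-27 miRNAs, which are transcribed together from 1 cluster on chromosome 19 and another on chromosome 17, rose with age in each measured case, without a test of the group. The second cluster is among those that the study's supplement names from these samples. From P2/P9 to P23/P45 miR-23a rose by 1.11 (SE 0.11, limma adjusted p = 6.18e-10), miR-27a by 1.14 (SE 0.15, adjusted p = 1.97e-07), miR-27b by 0.86 (SE 0.08, adjusted p = 1.65e-10) and miR-23b by 0.70 (SE 0.07, adjusted p = 5.71e-09), beside miR-24, which both clusters encode. All 5 kept direction and call in each of 22 alternative settings. Between the layers the members of the chromosome 19 cluster were higher in LII, miR-23a by 0.60 and miR-27a by 0.52 (SE 0.15, adjusted p = 0.0143, a call lost on the series matrix before normalization and without the mirVana arrays). miR-23b stood at 0.18 (SE 0.07, adjusted p = 0.101, and 0.0202 with the animal as a block) and miR-27b at 0.17 (SE 0.08, adjusted p = 0.132). These directions were kept in all 23 settings, and whether the clusters differ from each other was not tested.

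The miR-99, miR-100 and miR-125 miRNAs, which are encoded near let-7 genes, fell with age, and the cluster of miR-99b and miR-125a is also named in that supplement. miR-99a fell by 1.00 (SE 0.08, adjusted p = 1.67e-11), miR-100 by 0.58 (SE 0.08, adjusted p = 9.96e-07), miR-125b-5p by 0.46 (SE 0.07, adjusted p = 2.52e-06), miR-125a-5p by 0.46 (SE 0.10, adjusted p = 2.84e-04) and miR-99b by 0.42 (SE 0.08, adjusted p = 3.23e-05). The directions were kept under both scalings to the 75th percentile, and all 5 turned positive on the series matrix before normalization, where the median of all miRNAs also rose. The call of miR-125a-5p was lost with array brightness as a covariate. Between the layers miR-99a was higher in LII by 0.36 (SE 0.08, adjusted p = 0.00154, lost on the unnormalized matrix and without slide 5). The others did not pass, with miR-99b at 0.12 (adjusted p = 0.358), miR-100 at 0.07 (0.748), miR-125a-5p at -0.07 (0.796) and miR-125b-5p at 0.02 (0.930), the last negative under both scalings.

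The number of miRNAs that differed between the layers at P2 was 2. That is higher than the value quoted from the study above. The deposited log2 table in the same model gave 1, as did the animal as a block, and 9 of 35 splits of the P2 arrays gave 2 or more.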
